A study of Mus musculus with 2 samples. Its data were reported in "Single cell multi-omic analysis identifies a Tbx1-dependent multilineage primed population in murine cardiopharyngeal mesoderm" (2021).

How the data were processed

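The data are 2 droplet-based single-cell RNA libraries from mouse embryos at E9.5, 1 from embryos carrying Mesp1Cre and a GFP reporter (Ctrl) and 1 from embryos that also carried Tbx1 alleles with loxP sites (cKO). Each library was made from a pair of embryos and is 1 sample. Groups follow the genotypes in the labels. The study's own analysis joined these libraries with further ones that are not analysed here.

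The deposited values are raw counts of unique molecular identifiers (UMIs) per gene and cell barcode. The authors aligned the reads to the mm10 mouse genome with Cell Ranger and counted UMIs, and the matrices deposited hold the barcodes that Cell Ranger called as cells, without normalization or a further filter on cells. The values are whole numbers of 1 or more in each listed entry, for 27998 genes. Gene symbols and Ensembl identifiers were taken from the files. GRCm38 coordinates came from a RefSeq gene table of that build, which gave them for 22856 of the genes.

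Cells were kept with at least 1000 detected genes and at most 10% of UMIs from mitochondrial genes. This left out 411 of 7418 cells in the library labelled Ctrl and 508 of 10281 in the library labelled cKO. Doublets were scored per library with Scrublet (scanpy 1.11.5). Its automatic threshold called 0.0714% of cells in the library labelled Ctrl, too few for a library of this size, and 9.39% in the other. Thus the highest-scoring cells were removed at the usual rate of 0.8% per 1000 recovered cells, 416 and 804 cells. As a check, at least 2 Xist UMIs together with at least 2 Y-linked UMIs were found in 37.5% (32.8 to 42.3) and 33.7% (30.4 to 37.1) of the removed cells and in 1.32% and 1.28% of the kept ones. The kept 6591 and 8969 cells had medians of 16854 and 14189 UMIs.

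Clustering was done in Seurat 5.3.0 under R 4.3.3, with log normalization, 2000 variable genes, 30 dimensions and integration of both libraries by reciprocal principal components, which stands in for the integration used by the study. A list of 17 genes taken from the study's text, whose levels are results below, and mitochondrial, ribosomal protein, haemoglobin and sex-linked genes, 267 in all, never entered it. A first pass at resolution 1 gave provisional classes. Genes that differed at least 2-fold between the libraries within any of 8 such classes, with at least 10 UMIs on the counts-per-million scale (CPM) and 30 UMIs in all, were then removed, 1233 further genes, of which 544 had been variable genes of the first pass. The second pass without them gave the clusters used here, so that shares of cells per class do not rest on genes that differ between the libraries.

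Clusters were named from marker lists fixed before the data were examined, as were the design, the rule for naming genes and the alternatives. A marker counted when at least 10% of the cells of a cluster had a UMI of it and its level was at least 0.5 above the other clusters on the log2 scale, after adding 5 CPM. A cluster took the name of the class with the largest share of its listed markers, given at least 3 markers, more than 50% of the list, and at least 1 own marker, and no more markers of any other class, among the 10 leading genes by fold. These thresholds were set after the data had been seen. Names are those of the nearest population and end in -like. They are MLP-like (multilineage primed progenitors), BrM-like (branchiomeric muscle progenitors), SoM/aSHF-like (somatic mesoderm and anterior second heart field), pSHF-like (posterior second heart field), CM-like (cardiomyocytes) and classes outside the cardiopharyngeal mesoderm. A difference from the study's populations may come from these rebuilt names. One of the genes named by size in MLP-like cells and a test on erythroid-like cells are not reported here.

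UMIs were summed per library and class and divided by the total of the class (CPM). Class totals ranged from 4868656 to 20972379 UMIs in the library labelled Ctrl, and 3 counts, the limit that a count of 0 allows, came to between 0.143 and 0.616 CPM. Sums carry exact Poisson intervals, ratios of both libraries the exact conditional interval, and shares of cells Clopper-Pearson intervals, all at 95%. Medians over gene lists carry intervals from 1000 Poisson redraws, and intervals of differences and of ratios of medians are approximate. The median log2 ratio over expressed genes lay between −0.09 and −0.06 in the 6 classes compared, so no shift of the whole profile was removed. With 1 library per group no test, standard error or count of changed genes was made from cells, and the study's model over single cells was not run. Shares of cells with a UMI were computed after thinning each cell to 5000 UMIs, leaving out shallower cells, and again without thinning. The CM-like class gave the background share for Tbx1 and Pax8, and not for Isl1, which it carries.

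Genes were named by size alone, among those not used as clustering features. They had to reach at least 50 CPM and 30 UMIs in a library and a ratio of at least 2 either way, with counts below 3 set to 3. Mitochondrial, ribosomal protein, haemoglobin and sex-linked genes were left out. A gene with the same direction and at least 2-fold in the endothelium-like class, and with at least 50 CPM there in a library, was called library-wide and named apart. Genes below that level there could not be called so. The 5 highest and lowest ratios were taken in MLP-like and BrM-like cells and 3 each way in the others. Each of 4 gene lists was summarised by its median log2 ratio over members with at least 10 UMIs in a library, and by its percentile among 10000 random lists of the same size drawn from 200 genes of similar mean level per member. Near-identical copies were counted by aligning the last 300 bases of each transcript to the NCBIM37 mouse genome with minimap2 2.31, as matches elsewhere of at least 80 bases at 95% identity or more. That build was used for counting copies only.

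The calculations were tested on simulated counts drawn from the means and totals of the real classes. Of 200 genes changed 4-fold, 100% were recovered among 2393 genes for MLP-like and 2374 genes for BrM-like cells, no unchanged gene passed the 2-fold rule, and the intervals held the true value for 96% and 95% of genes. Alternatives were tried for the filter on cells, doublets, the clustering pass, integration, resolution, scaling, averaging over cells, thinning, the sex of the cells and the minimum level, 16 in all, and their effect is given in the closing part. Tools were Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3.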

Results

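Single-cell RNA profiles were collected from mouse embryos at embryonic day 9.5 (E9.5). The Mesp1Cre driver acts in early mesoderm, and a ROSA26-GFP reporter marks the cells it has acted on. Live GFP-positive cells were sorted from the pharyngeal apparatus and heart and loaded on a droplet instrument that counts the 3′ ends of transcripts. One group carried the driver and the reporter alone (Ctrl). The other also carried loxP sites flanking part of Tbx1 on both copies (cKO), so that the driver should inactivate Tbx1 in this lineage. Each group had 1 library, made from pooled embryos. No difference below therefore has a replicate check, no test between genotypes was possible, and every comparison describes these 2 libraries and not the conditions. Intervals are 95% intervals that cover counting error only.

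The deposited matrix labelled Ctrl held 7418 cells and 132017331 unique molecular identifiers (UMIs), with medians of 16786 UMIs and 4106 genes per cell. The matrix labelled cKO held 10281 cells and 162874391 UMIs, with medians of 14341 UMIs and 3617 genes per cell. After filters on detected genes and mitochondrial UMIs and removal of presumed doublets, 6591 and 8969 cells were kept. Both libraries held cells of both sexes. Xist UMIs without a Y-linked UMI were found in 51.1% of kept cells labelled Ctrl (49.9 to 52.3) and in 56.5% of those labelled cKO (55.5 to 57.6), a difference of 5.42 percentage points. Y-linked UMIs without Xist were found in 40.2% (39.0 to 41.4) and 31.1% (30.1 to 32.0). Asking for at least 2 UMIs instead of 1 changed the difference in Xist-positive cells to 3.68 points. Cells of the 2 sexes come from different embryos of a pool, so values per sex stand in below for a look inside each pool.

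The targeted gene, Tbx1 (ENSMUSG00000009097, GRCm38 chromosome 16, 18580979 to 18590671), was read first. Cell classes are named after the populations of the cardiopharyngeal mesoderm that the study described. They are multilineage primed progenitors (MLP-like), branchiomeric muscle progenitors (BrM-like), somatic mesoderm and anterior second heart field (SoM/aSHF-like), posterior second heart field (pSHF-like) and cardiomyocytes (CM-like). In MLP-like cells, Tbx1 stood at 58.3 on the counts-per-million scale of UMIs (CPM; 54.5 to 62.2, 901 UMIs) in the library labelled Ctrl. It stood at 116 CPM (111 to 121, 2326 UMIs) in the library labelled cKO, a log2 ratio of 0.99 (0.88 to 1.10). The target was therefore higher, not lower, in the library labelled cKO. In BrM-like cells it was lower there, at 93.4 CPM (87.7 to 99.3) against 120 CPM (114 to 127), a log2 ratio of −0.37 (−0.49 to −0.24). Over all kept cells Tbx1 rose from 26.4 to 44.8 CPM, a log2 ratio of 0.76 (0.70 to 0.82). The pSHF-like class went from 8.96 to 17.7 CPM, and the SoM/aSHF-like class stood at 10.4 and 9.48 CPM. The CM-like class, which should lack Tbx1, showed 5.34 and 5.06 CPM. The alternative that moved the MLP-like value most was clustering without integration of the libraries, which gave a log2 ratio of 0.83. Counts of 3′ ends do not separate intact from recombined Tbx1 transcripts, so they cannot check the labels either way. Every direction below is therefore that of the library labelled cKO relative to the library labelled Ctrl.

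After thinning each cell to 5000 UMIs, a Tbx1 UMI was found in 24.1% of MLP-like cells labelled Ctrl (21.3 to 27.0) and 37.8% of those labelled cKO (35.1 to 40.5). Without thinning the shares were 55.3% and 63.0%. Thinned BrM-like cells gave 43.4% (39.1 to 47.8) and 29.6% (26.3 to 33.1). The background share in thinned CM-like cells was 1.52% (0.414 to 3.83) and 1.74% (0.754 to 3.40). Median depths before thinning were 15157 and 14400 UMIs for MLP-like cells, and 16676 and 15005 UMIs for CM-like cells, labelled Ctrl and cKO in that order.

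The first comparison of the study's design asks whether the progenitor classes are still present when Tbx1 is targeted. Clustering without the 17 listed genes, and without genes that differed between the libraries, gave 26 clusters, of which 19 could be named and fell into 11 classes. The MLP-like class held 13.9% of kept cells labelled Ctrl (13.0 to 14.7, 914 cells) and 14.3% of those labelled cKO (13.6 to 15.01, 1280 cells). That difference of 0.40 points (−0.71 to 1.51) was within counting error, but the clusters pooled in this class went opposite ways. One, with Tbx1 among its leading genes, took 7.19% (6.58 to 7.84) and 8.71% (8.13 to 9.31) of kept cells, and the other, with Grem1, Nrg1, Cpa1 and Meox1 among them, 6.68% (6.08 to 7.31) and 5.56% (5.10 to 6.06). Each of these genes kept the direction given below inside both clusters. BrM-like cells also took like shares, 8.01% (7.37 to 8.69, 528 cells) and 8.09% (7.54 to 8.68, 726 cells). The pSHF-like share was 17.7% (16.8 to 18.6, 1167 cells) and 13.7% (13.0 to 14.5, 1233 cells), so it was 3.96 points smaller in the library labelled cKO (−5.14 to −2.79). SoM/aSHF-like cells made up 6.24% (5.66 to 6.85) and 4.56% (4.14 to 5.01), and CM-like cells 4.05% (3.59 to 4.56) and 5.15% (4.70 to 5.63). Endothelium-like cells made up 5.55% (5.01 to 6.13) and 4.23% (3.82 to 4.66). Among these shares a clustering resolution of 0.6 moved the MLP-like class most, to 17.7% and 20.9%, a difference of 3.26 points (1.997 to 4.51). The pSHF-like difference shrank to −1.26 points (−3.27 to 0.74) in cells with Y-linked UMIs alone, which is within counting error, and a pair of embryos per library is too few to tell a genotype from an embryo.

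**Figure D1:**
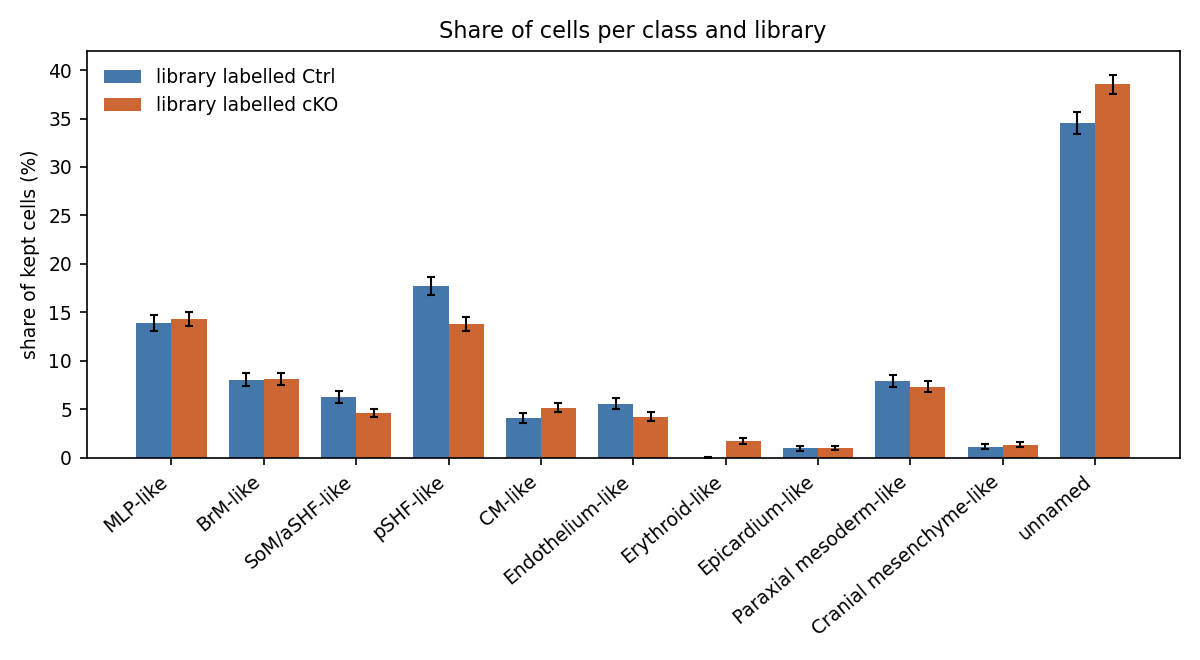
Share of kept cells in each class, in percent, for the library labelled Ctrl (blue) and the library labelled cKO (orange), with exact 95% binomial intervals as error bars. The MLP-like bars stand at 13.9% and 14.3%, and the pSHF-like bars at 17.7% and 13.7%; the myeloid-like class, with 7 and 8 cells, is not drawn.

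The thresholds for naming a cluster were set after the clusters had been seen. Both MLP-like clusters passed narrowly, with 6 of 11 MLP-like markers each, namely Irx1, Irx2, Irx3, Irx5, Fgf8 and Sema3c. Nkx2-5, which the study counts among core genes of MLPs, was not among them. The SoM/aSHF-like cluster had 6 of 6 of its own markers and also 8 MLP-like ones. Clusters they left unnamed held 34.5% of kept cells labelled Ctrl (33.4 to 35.7) and 38.5% of those labelled cKO (37.5 to 39.5). A pair of these clusters came nearest to the SoM/aSHF-like class and held 15.1% and 13.4% of the cells, and another 1 came nearest to the pSHF-like class, with 4.45% and 4.28%. Clusters nearest to the epicardium-like class held 9.62% and 13.6%, 1 nearest to the cranial mesenchyme-like class 5.11% and 7.11%, and 1 nearest to the erythroid-like class 13 and 9 cells. The SoM/aSHF-like and pSHF-like shares therefore depend on where these lines were drawn. No unnamed cluster came nearest to the MLP-like, BrM-like or CM-like class. The cluster nearest to the cranial mesenchyme-like class was a close call, with 4 of 9 of those markers and 3 BrM-like ones. Its leading genes held none of the former, but the BrM-like markers Ebf1 and Ebf2 and the MLP-like marker Irx1. The BrM-like and MLP-like shares may thus depend on these lines too. Smaller named classes were paraxial mesoderm-like (7.89% and 7.33%), cranial mesenchyme-like (1.12% and 1.34%), epicardium-like (0.941% and 0.992%), and erythroid-like (0 and 151 cells).

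The next question was whether MLP-like cells kept the combination of Isl1 (chromosome 13, 116298270 to 116309688) and Aplnr (chromosome 2, 85136360 to 85139923) that the study used to describe them. Neither gene entered the clustering. Among MLP-like cells thinned to 5000 UMIs, 80 of 900 labelled Ctrl carried UMIs of both genes, a share of 8.89% (7.11 to 10.9). In the library labelled cKO, 1 of 1267 did, a share of 0.0789% (0.00200 to 0.439). Cells with fewer UMIs, 14 and 13 of them, were left out. Without thinning, the shares were 26.9% (24.1 to 29.9, 246 of 914 cells) and 0.312% (0.0852 to 0.798, 4 of 1280 cells), which was the alternative that moved this result most. Among thinned CM-like cells the shares were 0.379% (0.00959 to 2.09, 1 of 264 cells) and 0 of 460 cells, which allows a share of up to 0.652%. As 30.7% (25.2 to 36.6) and 20.7% (17.04 to 24.6) of these cells carried Isl1, they are not a background for the pair. Median depths were as given for Tbx1. The difference came mainly from Aplnr, found in 15.9% (13.6 to 18.4) and 0.158% (0.0191 to 0.569) of thinned MLP-like cells, while Isl1 was found in 31.3% (28.3 to 34.5) and 19.0% (16.9 to 21.3). In endothelium-like cells Aplnr stayed close, at 22.7% (18.5 to 27.4) and 19.6% (15.7 to 24.1). Split by sex, the shares with both genes were 9.91% (7.26 to 13.1) and 0 of 654 cells for Xist-positive MLP-like cells, and 7.50% (5.12 to 10.5) and 0 of 458 cells for those with Y-linked UMIs.

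A further question was whether MLP-like cells labelled cKO carried transcripts of genes from other lineages, for which Pax8 (chromosome 2, 24420551 to 24475599), a transcription factor gene of placodes and kidney, is the example the study counted. After thinning, Pax8 UMIs were found in 1 of 900 MLP-like cells labelled Ctrl, a share of 0.111% (0.00281 to 0.618). They were found in 69 of 1267 cells labelled cKO, a share of 5.45% (4.26 to 6.84). Without thinning the shares were 0.219% (0.0265 to 0.788) and 11.7% (10.0 to 13.6), the largest move under any alternative. Thinned CM-like cells gave 0 of 264, which allows up to 1.14%, and 0.217% (0.00550 to 1.21). In thinned BrM-like cells Pax8 was not detected in 525 and 722 cells, which allows up to 0.571% and 0.416%. Both sexes labelled cKO carried it, in 5.66% (4.01 to 7.71) of Xist-positive and 4.37% (2.69 to 6.66) of Y-positive thinned MLP-like cells.

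**Figure D2:**
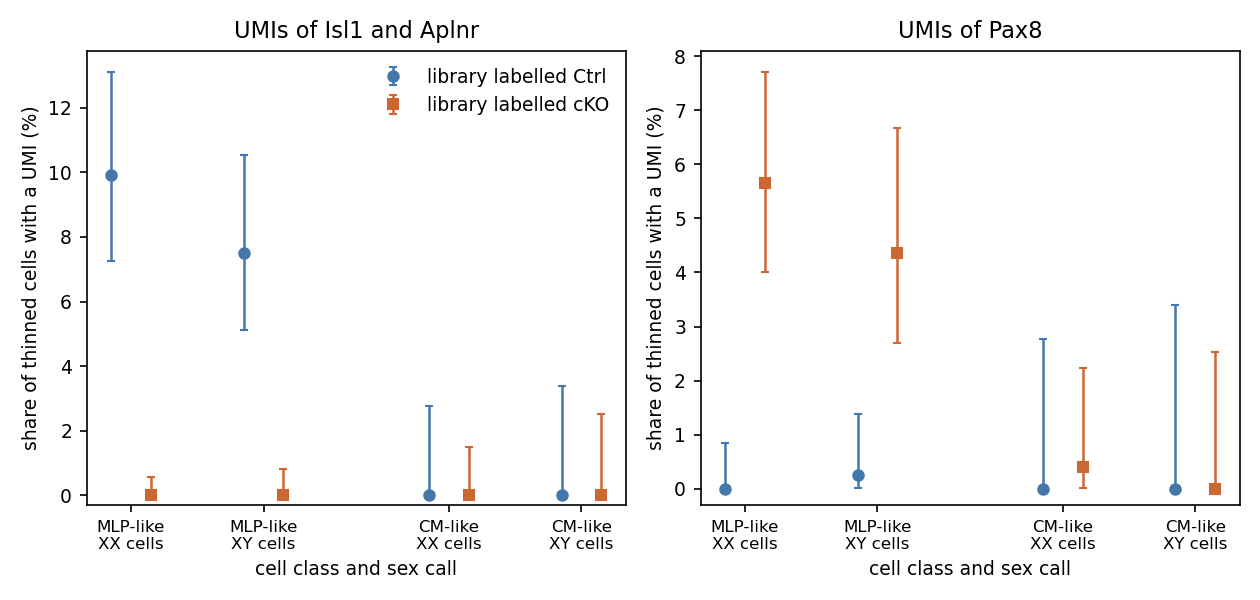
Share of cells thinned to 5000 UMIs with a UMI of both Isl1 and Aplnr (left) or of Pax8 (right), in percent, by class and by sex call, for the library labelled Ctrl (blue circles) and the library labelled cKO (orange squares), with exact 95% binomial intervals as bars. Both sexes of the MLP-like class go the same way, from 9.91% and 7.50% to 0 for Isl1 with Aplnr, and to 5.66% and 4.37% for Pax8.

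The levels of 17 genes, fixed in advance from the study's text and kept out of clustering, were summed per class. Their median log2 ratio was −1.30 (−1.61 to −1.21) in MLP-like cells and −2.62 (−2.89 to −2.45) in BrM-like cells. Clustering with all variable genes but the listed ones moved the MLP-like median most, to −1.85. Tbx1 itself is among the 17 and was higher in the MLP-like class. Aplnr fell furthest there, from 39.4 CPM (36.3 to 42.6) to 0.398 CPM (0.172 to 0.784), 99.0-fold (49.9 to 230). Fgf10 fell from 32.5 CPM (29.8 to 35.5) to 1.99 CPM (1.42 to 2.71), a log2 ratio of −4.03 (−4.53 to −3.57). Log2 ratios were −2.48 (−2.72 to −2.24) for Nrg1, −2.34 (−2.47 to −2.21) for Wnt5a, −1.81 (−2.05 to −1.58) for Foxf1 and −1.63 (−1.80 to −1.47) for Grem1. They were −1.55 (−1.67 to −1.44) for Sox9, −1.30 (−1.41 to −1.19) for Mef2c, −1.01 (−1.29 to −0.74) for Bmp7, −0.74 (−0.85 to −0.64) for Isl1 and −0.70 (−0.92 to −0.49) for Hey1. Pax8 rose from 2 to 250 UMIs, 96.1-fold (26.3 to 798), and Bdnf from 7.63 CPM (6.32 to 9.14) to 21.2 CPM (19.3 to 23.4). Lhx2 had a log2 ratio of −2.16 (−2.84 to −1.53). Differences in Myf5, with 10 and 6 UMIs, and Pax6 were not detectable at this depth, the latter with a log2 ratio of −0.25 (−0.76 to 0.26). For Myf5 this depended on the processing. Its log2 ratio was −3.71 (−6.87 to −1.65) with all cells of the matrices and −2.10 (−3.92 to −0.57) with presumed doublets kept. Without integration it was −0.95 (−3.00 to 1.02), again within counting error. The study describes Aplnr, Nrg1 and Fgf10 in MLPs as reduced over time, and it gives a later somite stage for the library labelled cKO. Stage may therefore contribute to the falls in these genes and in the share with Isl1 and Aplnr, and was not tested.

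In BrM-like cells, where Tbx1 was modestly lower, the largest falls were in Lhx2 (chromosome 2, 38339271 to 38369737) and Myf5 (chromosome 10, 107482908 to 107486927). Lhx2 went from 356 CPM (345 to 368) to 7.48 CPM (5.94 to 9.29), 47.6-fold lower (38.2 to 60.1). Myf5 went from 51.5 CPM (47.2 to 56.1) to 1.38 CPM (0.775 to 2.28), 37.2-fold lower (22.3 to 67.0). Isl1 fell from 217 CPM (208 to 226) to 37.7 CPM (34.2 to 41.6) and Fgf10 from 56.3 CPM (51.7 to 61.1) to 1.75 CPM (1.06 to 2.74). Grem1, Nrg1, Bmp7, Wnt5a, Hey1, Aplnr and Pax6 were lower too, with log2 ratios from −4.59 for Aplnr to −1.93 for Hey1. Bdnf was higher at a log2 ratio of 1.52 (1.16 to 1.89) and Sox9 at 0.54 (0.35 to 0.73). Mef2c, at 0.09 (−0.19 to 0.38), and Foxf1, at 0.74 (−0.45 to 2.02), were within counting error, and both changed sign under some alternatives. The endothelium-like class served as a comparison outside the cardiopharyngeal mesoderm. Its cells were sorted on the same reporter, so the driver should have acted on Tbx1 in them as well. A like change there does not tell a difference between the libraries from an effect of the genotype. There Aplnr stood at 59.3 and 54.2 CPM, a log2 ratio of −0.13 (−0.36 to 0.09), and Mef2c at 185 and 155 CPM. Other listed genes were lower there. Log2 ratios were −1.10 (−1.41 to −0.79) for Hey1 and −1.18 (−1.98 to −0.44) for Isl1, against −0.70 and −0.74 in MLP-like cells. Nrg1, at −0.66, Sox9, at −0.52, and Wnt5a and Lhx2, given below, were also lower beyond counting error. Bdnf was higher, within counting error, at 1.48 (−0.65 to 4.06). A difference between the whole libraries is therefore not ruled out for the lower genes.

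**Figure D3:**
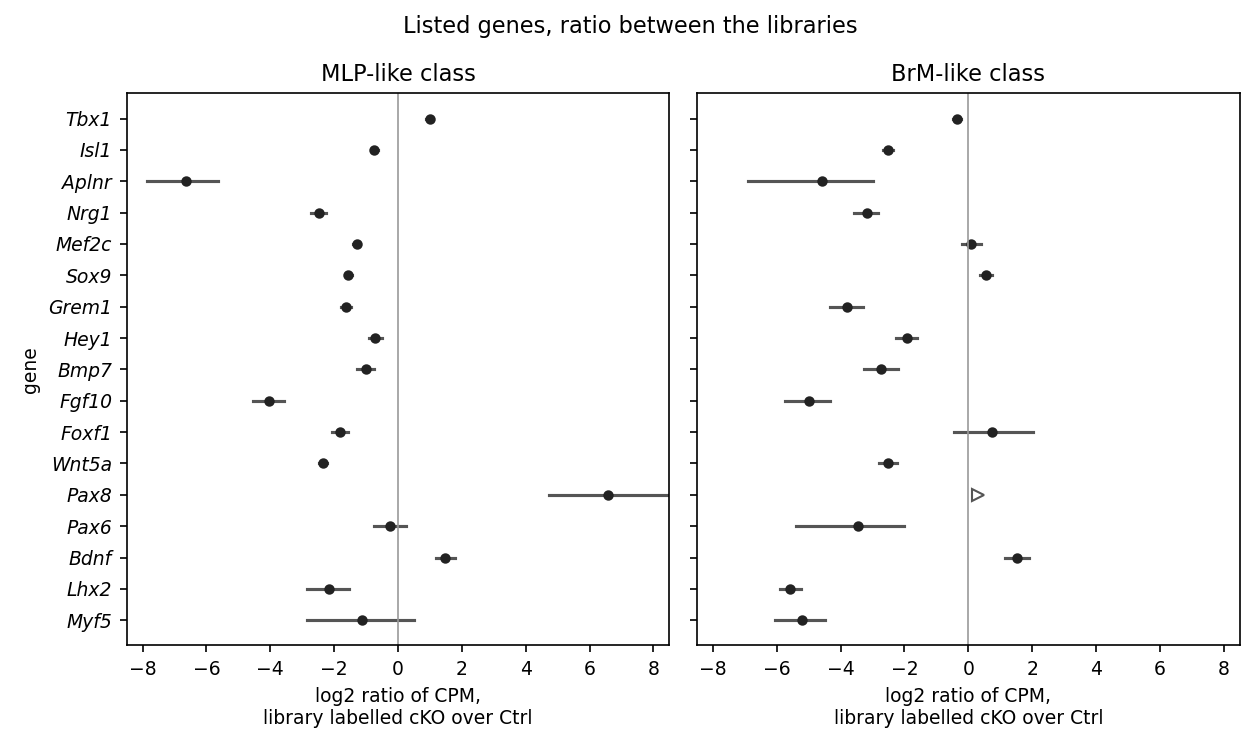
Log2 ratio of CPM, library labelled cKO over library labelled Ctrl, for the 17 listed genes in the MLP-like (left) and BrM-like (right) classes. Points are ratios of summed UMIs, bars are exact 95% intervals for counting error only (the bar of Pax8 runs past the axis), and the open triangle marks a lower bound; Tbx1 lies at 0.99 in the left panel and −0.37 in the right.

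Whole gene lists were set against 10000 random lists of the same size matched on mean expression. List A holds 10 of the listed genes that the study's text names as lower in MLPs after loss of Tbx1. The study chose them partly on these libraries, so they are not independent evidence. Their median log2 ratio was −1.72 (−1.87 to −1.60) in MLP-like cells, with 10 of 10 genes lower, below every random list (percentile 0). The median was −2.62 (−2.88 to −2.37) in BrM-like cells, again at percentile 0. The alternative that moved the MLP-like median most was the first clustering pass, at −2.20. The list was also low in the SoM/aSHF-like class, at −1.02 (−1.49 to −0.58, percentile 0), the pSHF-like class, at −0.65 (−0.82 to −0.51, percentile 0.02), and the CM-like class, at −0.996 (−1.12 to −0.44, percentile 0). The endothelium-like class gave −0.62 (−0.87 to −0.39, percentile 0.3) over 7 measured genes, so a lower level of this list was not confined to the cardiopharyngeal classes.

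List B, 18 genes of placodes, nerve and epithelium, did not stand apart in MLP-like cells. The median over 14 measured genes was −0.21 (−0.48 to 0.03), at percentile 59.2, with 6 genes higher and 8 lower, so Pax8 and Bdnf did not stand for the list. In the other classes 11 or fewer of its genes were measured, with medians of −0.35 in BrM-like, 0.37 in SoM/aSHF-like, −0.13 in pSHF-like, −1.50 in CM-like and −0.09 in endothelium-like cells. List C, the skeletal muscle programme, had a median of −1.24 (−1.34 to −1.16, percentile 0) in BrM-like cells, with 4 of 7 genes lower and 3 higher. It includes Lhx2 and Myf5 and 5 markers of the BrM-like class. In the other classes 5 or fewer of its genes were measured, with medians of −1.12 in MLP-like, 0.13 in SoM/aSHF-like, −0.14 in pSHF-like, −0.73 in CM-like and −0.74 in endothelium-like cells. The CM-like medians of lists B and C rested on 4 and 3 genes and changed sign when presumed doublets were kept, to 0.47 and 0.019. Other signs also depended on the processing. List C in MLP-like cells went to 0.11 (−0.24 to 0.42) without integration and in SoM/aSHF-like cells to −0.20 with doublets kept. List B kept its sign in SoM/aSHF-like cells in 9 of 11 alternatives, with −0.23 in the first clustering pass and −0.92 (−1.53 to −0.20) in Xist-positive cells, and in MLP-like cells in 11 of 12.

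List D holds 11 heart muscle genes, 10 of them markers of the CM-like class. In pSHF-like cells 11 of 11 were higher in the library labelled cKO, with a median of 1.08 (1.01 to 1.25) at percentile 100. The size of this difference was not the same in both sexes, at 0.71 (0.60 to 0.81) in Xist-positive and 1.75 (1.61 to 1.92) in Y-positive cells. Medians were 0.67 (0.36 to 0.96, percentile 99.99) in BrM-like, 0.36 (0.08 to 0.55, percentile 99.92) in MLP-like and 0.03 (−0.19 to 0.36, percentile 92.4) in SoM/aSHF-like cells, and −0.35 (−0.59 to −0.04, percentile 31.98) in endothelium-like cells. In CM-like cells themselves the median was 0.15 (0.10 to 0.25) at percentile 93.5. That CM-like value changed sign when all cells of the matrices were used (−0.0079) or presumed doublets were kept (−0.034), and the MLP-like value did so in Xist-positive cells (−0.15).

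**Figure D4:**
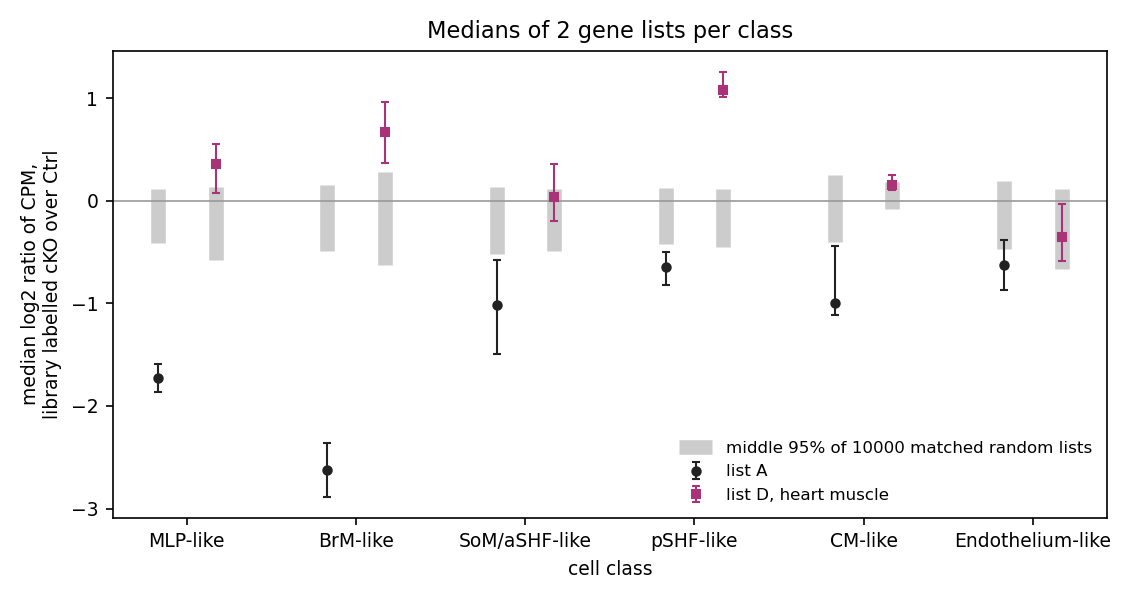
Median log2 ratio of CPM, library labelled cKO over library labelled Ctrl, for list A (black circles) and list D (purple squares) in 6 cell classes; bars are 95% intervals from 1000 Poisson redraws and grey bands the middle 95% of 10000 matched random lists. List A lies at −1.72 in MLP-like and −2.62 in BrM-like cells, and list D at 1.08 in pSHF-like cells.

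Outside the listed genes, genes were named by a fixed rule of size, without a test, among those not used for clustering. In MLP-like cells the 5 with the highest ratio that were not library-wide were Cpa1 (chromosome 6, 30639218 to 30645361), Phgdh, Tle4, Meox1 and Tbcb. Cpa1 went from 14.2 CPM (12.4 to 16.2) to 53.4 CPM (50.3 to 56.7), 3.76-fold (3.25 to 4.36). The other folds were 3.15 (2.90 to 3.44) for Phgdh, 2.53 (2.26 to 2.84) for Tle4, 2.14 (2.01 to 2.29) for Meox1 and 2.07 (1.94 to 2.21) for Tbcb. The 5 lowest included Wnt5a, Gng11 (chromosome 6, 4003987 to 4008445), Fn1 and Tshz1. Gng11 went from 310 CPM (302 to 319) to 63.8 CPM (60.3 to 67.4). Log2 ratios were −2.09 (−2.17 to −2.01) for Fn1 and −2.01 (−2.15 to −1.88) for Tshz1. Cpa1 and Meox1 are also among the leading genes of 1 of the MLP-like clusters. With a minimum of 10 CPM in place of 50, 0 of the 10 genes named in this class remained, since genes of lower level took their places.

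In BrM-like cells the highest ratios were those of Nkx2-3 (chromosome 19, 43612325 to 43615892), Postn, Dlk1, Vegfc and Fam213a. Nkx2-3 rose from 4.58 CPM (3.36 to 6.11) to 59.4 CPM (54.9 to 64.2), 13.0-fold (9.61 to 17.9), and Postn from 10.2 CPM (8.29 to 12.3) to 77.3 CPM (72.2 to 82.8). Folds were 4.51 (4.17 to 4.89) for Dlk1, 4.08 (3.37 to 4.98) for Vegfc and 3.58 (3.29 to 3.89) for Fam213a. Lowest were Lhx2, Myf5 and Fgf10, given above, then Lrrn1 and Lef1. Lrrn1 (chromosome 6, 107529726 to 107570228) fell from 54.5 CPM (50.03 to 59.3) to 2.03 CPM (1.27 to 3.07), and Lef1 (chromosome 3, 131110297 to 131224357) from 191 CPM (183 to 200) to 15.6 CPM (13.3 to 18.1).

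In the remaining classes 3 genes were named each way. The SoM/aSHF-like class had Phgdh, Hist1h2ae and Tbcb higher, the latter pair at 2.08-fold and 2.004-fold, and Sox9, Fn1 and Gm26669 lower, with log2 ratios of −1.89, −1.86 and −1.74. The pSHF-like class had Acta2 (3.20-fold, 2.88 to 3.57), Phgdh and Tnnt2 (2.50-fold, 2.24 to 2.80) higher, and Gm26735, Hist1h4i and Wnt5a lower, with log2 ratios of −1.31, −1.27 and −1.15. The CM-like class had Phgdh, S100a10 (2.44-fold) and Fdps (2.18-fold) higher, and Sema3c, Nppb and Rgs5 lower, with log2 ratios of −1.69, −1.55 and −1.48. Phgdh is uncertain throughout, because the end of its transcript matches 9 near-identical copies elsewhere in the genome. Hist1h2ae, with 5 copies, and Fdps, with 1, are uncertain for the same reason.

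Several genes differed the same way in the endothelium-like class and were set apart as library-wide. As the driver acted in that class too, this name does not exclude an effect of the genotype. That rule asks for at least 50 CPM there, and Phgdh, Meox1, Wnt5a, Lhx2, Fgf10, Gm26669, Gm26735, Sema3c and Rgs5 were at least 2-fold apart there too, at lower levels, so a difference between the whole libraries is not ruled out for them. The log2 ratios there were 1.599 for Phgdh, −1.35 for Wnt5a and −1.41 for Lhx2, the last from 19 and 6 UMIs. Ubb rose from 104 to 930 CPM in MLP-like cells, 8.90-fold (8.46 to 9.37), and Gm10076 rose 4.47-fold (4.19 to 4.76). Tpm3-rs7 fell from 158 to 6.12 CPM, a log2 ratio of −4.69 (−4.97 to −4.43). Each of these has near-identical copies, so their levels are uncertain. Efnb2, with a log2 ratio of −1.86 (−2.06 to −1.66) in MLP-like and −2.52 (−2.74 to −2.31) in BrM-like cells, and Crabp1, with −1.57 (−1.63 to −1.51) in MLP-like cells, have none and were library-wide as well. Other genes in this set were Hist1h2ap and Il11ra1, which were higher, and Gm5900, AY036118, Clic4, Atad2 and Cd59a, which were lower, each in at least 1 class. Il11ra1 has 3 near-identical copies, and Clic4 and Cd59a have 1 each, so these are uncertain too. Copies of Gm26669, Gm26735, Gm5900, AY036118 and Hist1h2ap were not analysed here.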

Values the study reported

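The study gave the share of MLPs among all cells of these libraries, its second replicates, as 0.129 (912 of 7048 cells) for the control and 0.108 (1056 of 9750 cells) for the conditional knockout. Its first replicates gave 0.07 (284 of 4046) and 0.101 (474 of 4689). Among MLPs, it counted cells positive for both Isl1 and Aplnr at 0.214 (195 of 912) in the control and 0.004 (5 of 1,056) in the conditional knockout of the second replicates. Cells positive for Pax8 made up 0.003 (3 of 912) and 0.181 (191 of 1,056) of MLPs in the same libraries. In the first replicates, other libraries, these shares were 0.246 (70 of 284) and 0.011 (5 of 474) for Isl1 with Aplnr, and 0.011 (3 of 284) and 0.395 (187 of 474) for Pax8. Over both replicates and a second Cre line, the study called 651 genes as changed in MLPs, 468 lower and 183 higher, and in branchiomeric muscle progenitors 667 lower and 163 higher.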

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

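The tests of Tbx1 RNA from other cells, of recombined Tbx1 transcripts, of Tbx1 inside each MLP-like cluster, of the filter on erythroid-like cells and of reporter transcripts in them were chosen after the result was seen.

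The first result was picked out because the ratio of the targeted gene, Tbx1, goes opposite ways in a pair of classes of the same libraries. Its log2 ratio, library labelled cKO over library labelled Ctrl, was 0.99 (0.88 to 1.10) in the MLP-like class and −0.37 (−0.49 to −0.24) in the BrM-like class. With 1 library per group the difference between the classes was not tested, and the intervals cover counting error only. Technical causes of the higher MLP-like level were examined first. Scaling by the median ratio of expressed genes left it at 1.06 (0.95 to 1.18), which argues against scaling. The ratio over all kept cells, which does not depend on how cells were assigned to classes, was 0.76 (0.70 to 0.82). Of the 3104 and 6121 Tbx1 UMIs behind it, 901 and 2326 lay in MLP-like cells and most in other cells. It therefore shows a higher level summed over the library, not in each class, and does not test the MLP-like class alone. Besides the BrM-like class, the endothelium-like class was lower, at 4.82 CPM labelled cKO against 7.92 CPM labelled Ctrl (log2 ratio −0.71, −1.46 to −0.006). Inside the clusters of the MLP-like class the log2 ratio of Tbx1 was 0.89 (0.75 to 1.03) and 1.21 (1.01 to 1.41), so a changed mix of these clusters is not the cause. Both sexes showed it, at 0.86 (0.70 to 1.03) in cells with Y-linked UMIs and 1.13 (0.97 to 1.30) in Xist-positive cells. As these come from different embryos of each pool, 1 unusual embryo is not the whole cause. Tbx1 stood at 5.06 CPM (3.58 to 6.95) in CM-like cells of the library labelled cKO, far below the excess of 57.4 CPM in MLP-like cells, which argues against RNA from other cells. The lower BrM-like level likewise held under median scaling, at −0.27 (−0.39 to −0.15), and in each sex, at −0.36 (−0.51 to −0.20) in Xist-positive and −0.38 (−0.61 to −0.16) in Y-positive cells.

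What stays open is the kind of transcript counted. After thinning, 37.8% (35.1 to 40.5) of MLP-like cells labelled cKO had a Tbx1 UMI, against 1.74% (0.754 to 3.40) of CM-like cells. Such UMIs may come from recombined alleles whose transcripts keep the 3′ end, or from intact ones, and these cannot be told apart because the counts do not resolve exons. A recombined allele transcribed at a higher rate in MLP-like cells would be a biological candidate, and the counts do not decide it. The genes the study names as lower after loss of Tbx1 were chosen partly on these libraries, so they are no independent check of the labels. The shares with Isl1 and Aplnr and with Pax8 differ here in the same direction as in the study's first replicates, which are separate libraries. This speaks against exchanged labels, but those libraries are not analysed here. A difference between embryos in genetic background or somite stage coincides with the groups and was not tested for this gene. The study gives a later stage for the library labelled cKO. It describes Tbx1 in MLPs as reduced over time, across a wider span of stages. On that description a later stage would lower Tbx1 and not raise it.

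The second result comes from cells outside the classes compared. Erythroid-like cells, defined by haemoglobin and other red cell genes, numbered 151 in the library labelled cKO, 1.68% of kept cells (1.43 to 1.97). The library labelled Ctrl held 0 of 6591, which allows a share of up to 0.0455%. Among cells called in the matrices, before the filter on cells applied here, 162 labelled cKO and 0 labelled Ctrl had at least 20% haemoglobin UMIs, so that filter did not remove them from the library labelled Ctrl. Droplets left out when cells were called are not analysed here. They held a median of 25038 UMIs, 36.4% of them from haemoglobin genes, and included 77 Xist-positive and 47 Y-positive cells, so more than 1 embryo contributed. They may be cells of the GFP-marked lineage or blood cells without the reporter that passed the sort. The count tables have 0 features named for the reporter, so this cannot be told apart here. A difference in blood content at dissection and a biological difference between the genotypes both remain untested. Over the other kept cells, haemoglobin genes summed to 199 CPM in the library labelled cKO and 12.3 CPM in the library labelled Ctrl, so free RNA from these cells may have reached the rest of that library at a low level.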

How the results depend on the processing

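No paired analysis was possible because each group has 1 library. In all, 16 alternatives, each fixed before the data were examined, changed 1 choice at a time. With no replicates, a value counts as moved when it leaves its counting interval, which is narrow at this depth, or, for the genes named in a class, when fewer than their number divided by 1.5 remain. Of 214 comparisons of the main results with an alternative, 158 stayed within that interval, 54 moved and 2 reversed. Of 585 for single genes, further lists and further classes, 482 stayed, 99 moved and 4 reversed.

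The direction of most results did not depend on the processing. Tbx1 was higher in the library labelled cKO in MLP-like cells in 12 of 12 alternatives (log2 ratio from 0.83 to 1.15) and lower in BrM-like cells in 12 of 12 (−0.43 to −0.27). List A kept its sign in MLP-like cells in 12 of 12 (−2.20 to −1.65), as did list C in BrM-like cells (−1.37 to −1.01) and list D in pSHF-like cells (0.71 to 1.75). The share with Isl1 and Aplnr was lower (−26.6 to −6.92 points) and that with Pax8 higher (4.74 to 11.5 points) in 10 of 10. The pSHF-like share was smaller in the library labelled cKO in 9 of 9 alternatives, and the BrM-like difference kept its sign in only 2 of 9 (−0.68 to 1.19 points).

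With all cells of the matrices, the share with Pax8 differed by 7.49 points, list D stood at 1.33 in pSHF-like cells, the listed genes had a median of −1.70 in MLP-like cells, and 6 of the 10 named MLP-like genes remained. The sign reversed for list D in CM-like cells (−0.0079) and for list B there (0.70). Keeping presumed doublets gave 7.04 points for Pax8, 1.32 for list D in pSHF-like cells and 6 remaining genes, and it reversed list D (−0.034), list B (0.47) and list C (0.019) in CM-like cells. A reversal is counted only where the interval of the main value leaves out 0, so further signs of lists B, C and D that changed from less certain values are not among them. In each of these reversals the interval under the alternative included 0, and the cause was not tested.

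The first clustering pass gave −11.3 points for Isl1 with Aplnr, 9.24 points for Pax8, and medians of −2.20 for list A and −1.85 for the listed genes in MLP-like cells and of −1.13 for list C in BrM-like cells. Only 3 of the 10 named genes remained in MLP-like and 3 in BrM-like cells, which follows from construction, because variable genes that entered that pass cannot be named. Without integration the MLP-like share differed by 2.75 points and the pSHF-like share by −5.25 points. That setting also gave −6.92 points for Isl1 with Aplnr, 0.83 for Tbx1 and −1.92 for list A in MLP-like cells, and 6 remaining genes. Canonical correlation integration gave 7.26 points for Pax8, 1.15 for Tbx1 and −1.61 for the listed genes. At resolution 0.6 the MLP-like share differed by 3.26 points, list A stood at −2.01 and 6 genes remained. At resolution 1.5 Pax8 differed by 7.87 points, list A stood at −1.93, the listed genes at −1.78, and 6 genes remained. The cause of these moves was not tested, and each changes which cells make up a class.

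Median scaling moved list C in BrM-like cells to −1.14. Leaving mitochondrial, ribosomal protein and haemoglobin UMIs out of the totals, or averaging CPM over cells, moved no main result. Unthinned cells gave −26.6 points for Isl1 with Aplnr and 11.5 points for Pax8, because deeper cells show more genes.

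In Xist-positive cells alone the pSHF-like share differed by −5.34 points and Tbx1 stood at 1.13 in MLP-like cells. List A was at −3.13 and list C at −1.37 in BrM-like cells, list D at 0.71 in pSHF-like and 0.068 in CM-like cells, and the listed genes at −2.95 in BrM-like cells. Of the named MLP-like genes 6 remained, and list D reversed in MLP-like cells (−0.15). In Y-positive cells alone the BrM-like share differed by 1.19 points and the pSHF-like share by −1.26 points, and Tbx1 stood at 0.86. List A was at −1.89 in MLP-like cells, list C at −1.01 in BrM-like, list D at 1.75 in pSHF-like cells and the listed genes at −2.41 in BrM-like cells, with 6 genes remaining. These cells are fewer and stem from other embryos of each pool, and the cause was not tested. For the sexes themselves, at least 2 UMIs gave a difference of 3.68 points in Xist-positive cells.

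For the named genes, a minimum of 10 CPM left 0 of 10 in MLP-like and 2 of 10 in BrM-like cells, and a minimum of 200 CPM left 2 and 3. This follows from construction, since the minimum decides which genes can be named. The names are thus examples at 1 level of expression.

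Depth limits the shares nearest to 0. With 1267 thinned MLP-like cells labelled cKO, a count of 0 would allow a share of up to 0.237%, so the single cell with Isl1 and Aplnr UMIs there is at the edge of what can be seen.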

Other observations

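The tests of heart muscle RNA from other cells and of a later stage, the background share for heart muscle genes, and the test of Epcam in cells with Pax8 were chosen after the result was seen. The other tests in this part were fixed before the values they measure were seen.

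Of genes in the 6 compared classes, 4 were at least 4-fold apart the same way in every class, namely Rpl29, Ubb and Gm10076, higher in the library labelled cKO, and Tpm3-rs7, lower there. Rpl29, a ribosomal protein gene that the naming rule leaves out, was singled out after its values were seen. It stood at 27.0 and 1068 CPM in MLP-like cells and at 23.7 and 1033 CPM in endothelium-like cells. A like change in unrelated classes suggests a difference between the libraries themselves. Of these genes 100% (39.8 to 100) have a near-identical copy of their 3′ end elsewhere in the genome, against 26.0% (16.6 to 37.2) of 77 expression-matched genes. The explanation by reads shared with near-identical copies had the values it needs and may be part of the cause, for instance where library chemistry, read length or the gene models used for counting differed. A strain difference linked to the targeted gene is argued against, since 0 of the 4 lie on the chromosome of Tbx1. A strain variant elsewhere in the genome was not tested, and no biological explanation was tested.

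Pax8 UMIs in MLP-like cells of the library labelled cKO were weighed in the same way. The share of thinned cells with Pax8 was 4.37% (2.69 to 6.66) in cells with Y-linked UMIs and 5.66% (4.01 to 7.71) in Xist-positive cells, so it did not come from 1 embryo. Cells with Pax8 had 0.912 times (0.836 to 1.09) the median UMIs of cells without, which argues against droplets with 2 cells. Summed over 6 epithelium markers, cells with Pax8 had 2.89 times (1.10 to 6.48) the CPM of cells without, from 7 against 43 UMIs. Of the 69 cells with Pax8, 62 had no UMI of these markers. Epcam UMIs were found in 8.70% (3.26 to 17.97) of them, against 10 of 10 cells of both matrices (69.2 to 100%) that had UMIs of at least 2 of the other markers, and its level was 5.61 against 528 CPM. This argues against epithelial cells as most of the cells with Pax8. Whether a small part of them are epithelial, as the ratio of 2.89 allows, cannot be told apart with so few UMIs. A change in MLP-like cells with the genotype remains a candidate explanation. By in situ hybridization the study also saw increased Pax8 and reduced Aplnr in embryos with Tbx1 inactivated by either Cre line. Those embryos are not analysed here. In the libraries used here, Tbx1 counts in this class were higher in the one labelled cKO, and they do not show whether the gene was inactivated.

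Heart muscle genes (list D) were higher in the pSHF-like class of the library labelled cKO. Their summed level went from 244 to 531 CPM, a rise of 287 CPM (274 to 299). The largest rise among BrM-like, endothelium-like and paraxial mesoderm-like cells was 63.9 CPM (56.5 to 71.3), in the latter, so RNA from other cells accounts for a part at most. The share of thinned pSHF-like cells with a UMI of these genes was 56.0% (53.1 to 58.8) against 40.9% (38.03 to 43.8), which does not decide whether a few maturing cells carry the rise. The paraxial mesoderm-like share rose too, from 13.5% (10.7 to 16.8) to 30.6% (27.05 to 34.3), and that class's rise in RNA added to every pSHF-like cell labelled Ctrl would give 57.05% (53.3 to 60.6). A few maturing cells and a rise in many cells therefore cannot be told apart by this share. Both sexes showed it, at 1.65-fold (1.57 to 1.73) in Xist-positive and 3.18-fold (3.01 to 3.36) in Y-positive cells. The size thus differed between embryos of the pools, a difference that was not tested. Within the CM-like class the same genes were 1.15-fold higher (1.14 to 1.15). A later stage of the embryos labelled cKO, as the study's methods give it, may contribute. It cannot be told apart from the genotype because stage and group coincide. Premature heart muscle differentiation in the pSHF-like class after loss of Tbx1 remains a hypothesis.

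Pax8 UMIs were found in 11.7% of unthinned MLP-like cells labelled cKO (150 of 1280 cells, over rebuilt classes and not the study's own MLPs). That is lower than the value quoted from the study above.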
